# Adaptation responses to salt stress in the gut of *Poecilia reticulata*

**DOI:** 10.1080/19768354.2025.2451413

**Published:** 2025-01-18

**Authors:** Hyerim Lee, Hyunjae Yeo, Jihye Park, Keunsoo Kang, Sun-Ju Yi, Kyunghwan Kim

**Keywords:** *Poecilia reticulata*, salt stress, osmoregulation, intestine, transcriptome

## Abstract

Osmoregulation is essential for the survival of aquatic organisms, particularly teleost fish facing osmotic challenges in environments characterized by variable salinity. While the gills are known for ion exchange, the intestine’s role in water and salt absorption is gaining attention. Here, we investigated the adaptive responses of the intestine to salinity stress in guppies (*Poecilia reticulata*), observing significant morphological and transcriptomic alterations. Guppies showed superior salt tolerance compared to zebrafish (*Danio rerio*). Increasing salinity reduced villus length and intestinal diameter in guppies, while zebrafish exhibited damage to villus structure and loss of goblet cells. Transcriptomic analysis identified key genes involved in osmoregulation, tissue remodeling, and immune modulation. Upregulated genes included the solute carrier transporters *slc2al* and *slc3al*, which facilitate ion and water transport, as well as a transcription factor AP-1 subunit and phosphatidylinositol-4,5-bisphosphate 3-kinase catalytic subunit beta, both of which participate in tissue repair and growth responses. In contrast, many genes related to the innate immune system (such as *Tnfaip6*) were downregulated, suggesting a shift toward the prioritization of osmoregulatory functions over immune responses. Interestingly, the differential expression of adaptation genes was linked to variations in epigenetic modifications and transcription factor activity. Transcription factors crucial for adapting to salt stress, such as *bhlhe40*, *cebpd*, and *gata6,* were progressively upregulated in guppies but remained downregulated in zebrafish. Our findings highlight the intricate mechanisms of adaptation to salinity stress in *P. reticulata*, providing insights into osmoregulatory mechanisms involving the intestine in aquatic organisms.

## Introduction

Diverse environmental cues affect different aspects of fish biology that are mediated by epigenetic mechanisms, including DNA methylation, histone modification, and non-coding RNAs, resulting in changes in gene expression. Epigenetic alterations contribute to fish adaptation in response to environmental stressors, which can be represented by changes in key parameters such as temperature, salinity, nutrients, dissolved oxygen, and pH. In the process of adaptation to these stressors, the alteration of DNA methylation is the most frequently reported type of epigenetic regulation (Shen et al. 2023).

The guppy (*Poecilia reticulata*) a small euryhaline fish inhabiting freshwater environments, serves as an excellent model organism for studying rapid adaptation due to its short life cycle and remarkable adaptability to diverse environments (Rosenthal et al. 2021). Guppies demonstrate remarkable salinity acclimation abilities, tolerating varying salt concentrations up to 35‰ and even exceeding those of seawater (Chervinski 1984, Shikano and Fujio 1998). Notably, newborn guppies are more tolerant to salinity than adults, and there have been observations of individuals successfully reproducing in seawater, leading to the establishment of seawater-tolerant strains (Shikano 1997).

Environmental salinity directly impacts various physiological processes in aquatic organisms, including osmoregulation, hormonal regulation, energy metabolism, immune responses, and growth (Laiz-Carrión 2005; Jiang et al. 2008). Several studies have investigated the effects of salt stress on guppy physiology. For instance, salinity stress has been associated with decreased levels of sex steroids in these fish (Moniruzzaman et al. 2018), while the presence of salt has been shown to mitigate lipid peroxidation (Leitemperger et al. 2019). Moreover, elevated salinity levels have been linked to increased anxiety behavior and oxidative stress (Xu et al. 2023).

The maintenance of body fluid homeostasis in fish is a highly critical process primarily associated with osmoregulatory organs such as the gills, digestive tract, and kidneys (Takei 2016). The gills are particularly vital for regulating ions and water transport (Borgatti et al. 1992; Streelman and Kocher 2002; Pavlosky et al. 2019). Recent transcriptomic analyses of gill tissues from guppies under seawater conditions revealed significant variations in gene expression associated with ion transport, cellular stress response, ATP biosynthesis, metabolic processes, and immune function, reflecting the adaptive shifts needed for osmoregulation in saltwater environments (Chen et al. 2021). The intestine plays a critical role in water and salt absorption in fish. While substantial morphological and functional alterations in the intestines of eels and medaka during adaptation to seawater have been extensively documented (Takei and Yuge 2007; Cutler and Cramb 2008; Gregorio et al. 2013; Wong et al. 2014), adaptation mechanisms in the guppy intestine during salt acclimation remain unexplored.

In this study, we investigated the adaptive responses of the intestine to salinity stress in guppies (*Poecilia reticulata*), shedding light on morphological alterations and transcriptome dynamics induced by varying salinity conditions. Morphological and transcriptome analyses revealed significant changes in the intestinal structure, including diameter and villus height, along with the expression of genes related to osmoregulation, tissue repair, and growth in saltwater-acclimated individuals. These results contribute to elucidating the mechanisms driving adaptation to varying environmental salinity in guppies.

## Materials and methods

### Fish and experimental design

Adult wild-type zebrafish and guppies were housed in a standard circulating water system at 28°C under a 14-h light/10-h dark cycle (Koun et al. 2023). In the osmotic challenge experiments, 3‰ salt was added every 2 days to separate tanks containing either guppies or zebrafish. The osmotic challenge continued until the salinity reached 35‰ for guppies or 15‰ for zebrafish over a period of 24 days. Mortality was measured for both species at each salinity level (n = 10 for guppies and n = 7 for zebrafish). All experimental procedures were conducted according to the guidelines and regulations of the Animal Care and Use Committee.

### Histological examination

Following exposure to varying salt concentrations (0‰, 18‰, and 35‰ for guppies; 0‰ and 12‰ for zebrafish), the intestine of each fish (n = 5 for each group) was dissected and fixed in 10% formaldehyde for more than 24 h at room temperature. Subsequently, it was rinsed with sterile distilled water for 10 min and dehydrated through a series of alcohol solutions at 70%, 80%, 90%, 95%, and 98% and two substitutions with 100% alcohol for 30 min at each concentration. The tissues were then cleared in a solution of alcohol and xylene (3:1, 1:1, and 1:3) for 30 min each, followed by immersion in xylene twice for 30 min each time. After deaeration in the final xylene step, the tissues were immersed in a paraffin solution (xylene:paraffin 2:1, 1:2) for 1 h and then in 100% paraffin twice for 1 h each time. Finally, the tissues were embedded in a paraffin block overnight. Sections with a thickness of 5 μm were obtained from the paraffin-embedded block using a microtome; then, they were affixed onto slide glasses at 50°C using a slide warmer and dried for 3 h. For staining, the slides were deparaffinized twice in xylene for 5 min each time, followed by sequential 5-min immersions in 100%, 95%, 70%, and 50% alcohol. The slides were then rinsed in sterile distilled water for 10 min. Subsequently, they were placed in a container with hematoxylin staining solution and incubated at room temperature for 5 min. After incubation, they were rinsed in sterile distilled water for 10 min and stained with eosin staining solution for 5 min. Once the staining was complete, they were washed with sterile distilled water and dehydrated in 70%, 80%, 90%, and 100% alcohol for 1 min at each concentration. Finally, the slides were cleansed with xylene and covered with coverslips using the mounting solution. The stained tissue sections were examined under a microscope.

### Chromatin extraction and western blotting

The intestinal tissues from guppies adapted to salt stress levels of 0‰, 18‰, and 35‰ were subjected to lysis via buffer A (10 mM HEPES at pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 0.34 mM sucrose, 10% glycerol, 1 mM DTT, 1 mM PMSF, and 0.1% Triton X-100) using a TissueLyser LT (Qiagen). Following centrifugation for 5 min, the supernatant was removed, and the remaining pellet was dissolved in SDS sample buffer. The following antibodies were used for subsequent analyses: H3K9ac, H3K18ac, H3K9me3, and H3K36me3 from Active Motif (Carlsbad, CA, USA); H3K27ac and H3K4me3 from Abcam (LON, GBR); and H3K27me3 from Millipore (Burlington, MA, USA).

### RNA sequencing and quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from the intestinal samples obtained from guppies subjected to salt stress levels of 0‰, 18‰, and 35‰. High-throughput sequencing was performed using 100-bp paired-end reads on a HiSeq 2500 platform (Illumina, CA, USA). The sequenced reads were aligned to the *P. reticulata* genome using the STAR aligner (Dobin et al. 2013). Transcript abundance was quantified using StringTie (Pertea et al. 2015), and gene expression levels were measured in transcripts per million. Differential gene expression analysis was conducted using the DESeq2 package (Love et al. 2014), with a cutoff threshold set at a fold change >1.5 and a false discovery rate (FDR) < 0.05. RNA-seq data are available under GEO accession number GSE263966. In addition, the raw transcriptome data from guppy gill tissues were downloaded from the China National GeneBank (https://ngdc.cncb.ac.cn/gsa) under accession number CRA002620. Principal component analysis (PCA) was conducted using ClustVis (https://bilt.cs.ut.ee/clustvis/), with the first two principal components (PC1 and PC2) plotted on the X and Y axes, respectively (Kim et al. 2021). K-means clustering and gene ontology (GO) analyses were performed using the Morpheus website (https://software.boradinstitute.org/morpheus/) and the Metascape tool, respectively (Lee et al. 2020). The ChEA3 tool was employed to predict transcription factors associated with a set of genes (Keenan et al. 2019). The transcription factor – gene interaction network was developed using GeneMANIA (Version 3.5.3), with zebrafish designated as the target organism for analyzing input gene interactions, including physical interactions and co-expression (Warde-Farley et al. 2010). The constructed network was visualized using Cytoscape (Version 3.10.3) to enhance the interpretability of results and their presentation.

IQ SYBR Green SuperMix (Bio-Rad, Hercules, CA, USA) was used for qRT-PCR (Bong et al. 2024). Specific primers designed for *P. reticulata* and *D. rerio* were used for amplifications. The primer sequences for *P. reticulata* are listed in Table S1.

### Chromatin immunoprecipitation (ChIP) assay

Small intestinal samples from *P. reticulata* and *D. rerio* were cross-linked using 1.5% formaldehyde for 15 min. Tissue lysates were prepared using a hypotonic buffer (10 mM HEPES-KOH at pH 7.8, 10 mM KCl, 1.5 mM MgCl_2_, 5 μM trichostatin A, and protease inhibitors) in a TissueLyser LT (Qiagen). The lysates were sonicated using a Bioruptor device (Diagenode) for 20 cycles. Following preclearing, ChIP assays were performed using antibodies specific to H3K9ac and H3K9me3. The DNA obtained from immunoprecipitation was analyzed via qRT-PCR using primers targeting specific regions of the *fosl2*, *pik3cb*, and *slc12a1* promoters. The primers used in this assay are listed in Table S1.

### Statistical analysis

Quantitative data are presented as the mean ± standard deviation (SD). Statistical analyses were conducted in GraphPad Prism 7, using one-way ANOVA followed by Tukey’s multiple comparisons test or a two-tailed *t*-test.

## Results

### Morphological changes in the guppy intestine during salinity stress

Guppies are euryhaline fish known for their adaptability to a wide range of salinity changes. To investigate the molecular mechanisms underlying their high salt tolerance, we designed a salinity adaptation experiment using zebrafish – a stenohaline species with limited salinity tolerance – as a control group. In this experiment, salinity was gradually increased by 3‰ up to 35‰ (Figure 1A). This adaptation protocol was used to initially assess the survival rate of guppies under varying salinity levels. As expected, individuals adapted well to the 35‰ salinity and survived without manifesting abnormalities such as the refusal to eat, loss of balance, or shortness of breath (Figure 1B and Supplementary Video files S1 and S2). In contrast, the zebrafish survived up to a salinity of 9‰, but they became noticeably slower, and their feeding activity was significantly reduced and unbalanced when the level reached 12‰. Finally, at 15‰, all individuals died (Supplementary Video files S3 and S4). These observations confirm that euryhaline fish, such as guppies, have a greater salt tolerance than stenohaline fish, like zebrafish, indicating that our salt adaptation experiment was adequately designed and properly performed.

**Figure 1.**
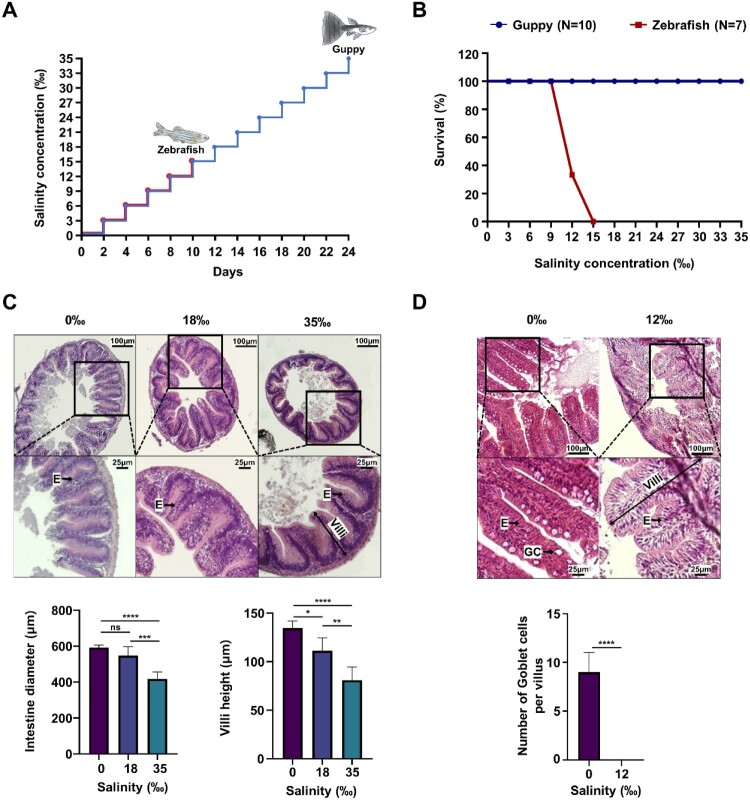
Morphological changes in the intestine of guppies and zebrafish under salinity stress. (A) Schematic design of salinity adaptation experiment for guppies and zebrafish. Salt was added to tanks every 2 days, increasing by 3‰ until the guppy tanks reached 35‰ and zebrafish tanks reached 15‰. (B) A survival rate graph was plotted against varying salinity levels, with mortalities documented for both guppies and zebrafish at each level (n = 10 for guppies, n = 7 for zebrafish). (C) Images of H & E stained sections of the middle part of small intestine sections from the guppy adapted to the three salt conditions (0‰,18‰, and 35‰) were taken at 100x magnification using a microscope. The lower panels show zoomed-in views of the areas outlined black squares. The intestine diameter and villus height were measured, and the results are shown as the mean ± SD. *P* value is determined by one-way ANOVA, Tukey's multiple comparisons test. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (D) H & E stained sections of the middle part of small intestine from zebrafish adapted to the two salt conditions (0‰ and 12‰). The lower panels show magnified views of the areas outlined by black squares. The number of goblet cells was counted, and the data are presented as the mean ± SEM. *P* value is determined by Two-tailed t-test. ****P < 0.0001. E, enterocyte; GC, goblet cell.

The gills are the primary organ that regulates osmotic pressure through ion exchange in fish, but other organs, such as the intestine and the kidneys, also perform this function (Scott et al. 2006; Takei and Yuge 2007; Salati 2011; Martinez 2012). In particular, in euryhaline fish, the intestine plays a critical role in osmoregulation and the ability to avoid dehydration. Therefore, this study sought to examine whether salt stress affects the morphology and function of the intestine in guppies. After the fish were adapted to three salt concentrations (0‰, 18‰, and 35‰), their small intestine was dissected and fixed in formaldehyde for 24 h. Then, after obtaining paraffin-embedded sections, the tissues were subjected to hematoxylin and eosin staining. The results showed that, in guppies, as salinity increased, both villus height and intestinal diameter decreased (Figure 1C). This reduction in surface area may represent an adaptive mechanism to cope with high salinity, potentially aimed at minimizing salt absorption by reducing the overall absorptive area of the intestine (Su et al. 2022). Additionally, the analysis revealed a higher density of columnar-shaped enterocytes, likely resulting from the reduction in villus height and intestinal diameter. Despite these structural changes, the villus structure remained intact, suggesting that guppies maintain their absorption function while modulating their intestinal structure to cope with elevated salt levels. In contrast, in zebrafish exposed to 12‰ salinity, significant damage to the intestine was observed, including the disappearance of goblet cells and a severely damaged villus structure (Figure 1D). These differences between the two species suggest that guppies adapt to changes in salinity by strategically reducing their intestinal surface area to control salt absorption, whereas zebrafish are more susceptible to damage, which ultimately compromises their intestinal function.

### Transcriptome dynamics in the intestine of guppies under salinity stress

Histone modification plays an important role in stress tolerance by regulating gene expression (Li et al. 2017; Yang et al. 2022; Mojica 2023). To examine the effect of salinity stress on histone modifications, chromatin fractions in intestinal tissues obtained from guppies exposed to different salt concentrations were analyzed by western blotting as indicated antibodies. The levels of H3K9ac and H3K18ac acetylation gradually increased in a concentration-dependent manner. H3K27ac levels peaked at 18‰ and remained elevated at 35‰. In contrast, the overall levels of H3 methylation such as H3K9 and H3K36 increased at 18‰ and then decreased at 35‰ (Figure 2). H3K27me3 levels reached their highest point at 18‰ and remained elevated at 35‰. These findings suggest that dynamic histone modifications play a role in regulating gene expression in response to salinity stress in *P. reticulata*.

**Figure 2.**
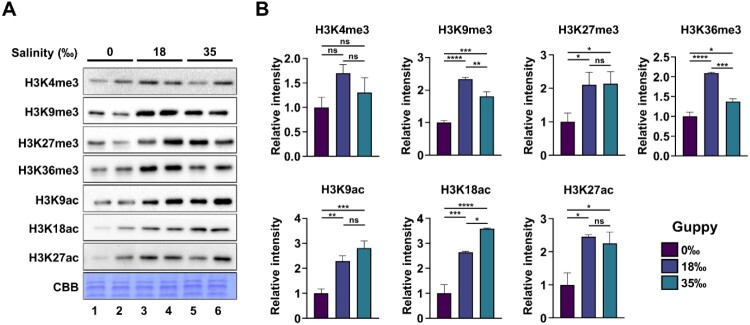
Dynamic histone modifications in response to salinity stress. (A) Histones were extracted from the guppy intestine adapted to the three salt conditions (0‰,18‰, and 35‰), followed by an analysis of post-translational modifications using the indicated antibodies through Western blotting. CBB, coomassie brilliant blue staining. (B) The band intensity as in (A) was quantified using Image J software. The value from 0‰ was set to 1, and the relative intensities of other lanes were expressed accordingly. The data are presented as the mean ± SEM. *P* value is determined by one-way ANOVA, Dunnett's multiple comparisons test. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

Given the potential correlations among morphological, histone, and transcriptional modifications, RNA-sequencing was employed to specifically investigate the latter in the intestine of guppies exposed to different salinity stress levels (i.e. 0‰, 18‰, and 35‰). 

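RNA from guppy intestine was sequenced in 6 libraries, 2 each at 0‰, 18‰ and 35‰, and the labels of the samples write the same 3 values as percent salt. The authors aligned paired-end reads to the P. reticulata genome with STAR and quantified transcript abundance with StringTie, and deposited a table of TPM values, in which each value is scaled for transcript length and library size by the authors. The paper's text does not name the genome build or annotation, so genes are given here by their Ensembl identifiers and symbols without positions. The table used here lists 10389 genes. Their TPM summed to 419412 and 427838 in replicates 1 and 2 at 0‰, 446532 and 459528 at 18‰, and 481864 and 481529 at 35‰, so the table covers part of each library. TPM keeps no record of the number of reads, so the depth of each library is unknown and no counting error is given. Between 7392 and 7590 genes reached a TPM of 1 in each library, and the 10 most abundant genes took 18.7% of the summed TPM in 0‰ replicate 1 and 28.9% in 35‰ replicate 1. Across genes, which are not independent replicates, the log2(TPM + 1) values of the 2 libraries of one salinity correlated with a Pearson's r of 0.942 at 0‰, 0.975 at 18‰ and 0.951 at 35‰. The 7897 genes with a TPM of at least 1 in at least 2 of the 6 libraries were tested on the log2(TPM + 1) scale with limma's moderated test, in which the 6 libraries share 1 estimate of the spread of each gene. Fold changes on this scale understate the change of genes with low TPM. The paper used DESeq2, which needs read counts, with a fold change above 1.5 and a false discovery rate under 0.05. The same 2 cutoffs were applied to limma's fold changes and Benjamini-Hochberg adjusted p-values. For a single gene, an exact two-sided permutation test of 2 libraries against 2 cannot give a p-value below 0.333.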

After mapping the obtained sequences to the reference genome (*P. reticulata*), a PCA plot was generated to analyze the heterogeneity of transcriptome data. It was revealed that the data for tissues exposed to 35‰ salinity were distinctly separated from those obtained for tissues under the two other salinity conditions (Figure 3A). 

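The principal components were computed from log2(TPM + 1) of 7897 genes, each scaled to unit variance. PC1 held 30.6% of the variance and PC2 24.1%. On PC1, replicates 1 and 2 scored 78.96 and 39.40 at 35‰, −45.72 and −7.13 at 0‰, and −33.99 and −31.51 at 18‰. The smallest gap between a 35‰ library and any other was 37.3% of the PC1 range, larger than the pooled replicate SD of 18.1% of that range. On PC2, the 0‰ libraries scored 62.21 and −6.58, the 18‰ libraries −16.00 and −30.24, and the 35‰ libraries 42.23 and −51.62. The gap between the 0‰ and 18‰ libraries on PC2 was 8.27% of the range, smaller than the pooled replicate SD of 42%. With centring and no scaling of the same genes, the PC2 gap was 64.2% of the range and the replicate SD 27.1%. With the genes of Table S2 alone the gap was 89.3%, and that list was selected for differences between the salinities in the same libraries.

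**Figure D1:**
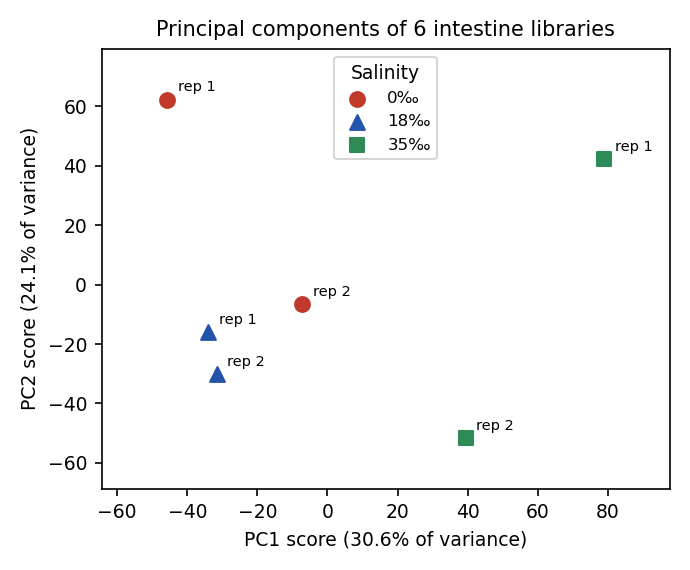
Scores of the 6 intestine libraries on PC1 (horizontal) and PC2 (vertical), with the salinity shown by colour and shape and the replicate number beside each point. The 35‰ libraries lie at 78.96 and 39.40 on PC1, to the right of every other library, and are spread between −51.62 and 42.23 on PC2.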

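On the TPM values, limma called 1 gene in 18‰ versus 0‰, 15 genes in 35‰ versus 0‰ and 25 genes in 35‰ versus 18‰ out of 7897 tested. Of the 15 genes called in 35‰ versus 0‰, 14 were lower at 35‰, and of the 25 called in 35‰ versus 18‰, 22 were lower. In any of the 3 comparisons 26 genes were called, of which 25 are listed in Table S2. Without adjustment, 468, 895 and 988 genes had a p-value under 0.05 in the 3 comparisons, where chance alone gives 395. The libraries of the 2 salinities did not overlap in TPM for 37.5% of the genes in 18‰ versus 0‰, 39% in 35‰ versus 0‰ and 47.7% in 35‰ versus 18‰, and chance gives 33.3% for 2 libraries against 2. The one gene called in 18‰ versus 0‰, si:dkey-27i16.2, was listed at 0 in both 0‰ libraries and had a TPM of 9.02 ± 2.16 (SD, n = 2) at 18‰. The table does not tell a gene without expression from one that was not quantified, and this call rests on the 2 values of 0. Among the genes called lower at 35‰ than at 0‰, the largest change was in cpb1, with a log2 fold change of −8.43 (standard error 0.77, adjusted p = 0.0109 from limma with Benjamini-Hochberg adjustment). The next largest were in ctsbb (−7.87), ctsl.1 (−7.79), prss59.1 (−7.35) and dnase1 (−6.35). The ctsbb gene was listed at 0 in 35‰ replicate 1, and with a pseudocount of 0.1 its call was lost (adjusted p = 0.146 in limma). The ctsl.1 gene had the smallest adjusted p, 0.000113, and its TPM was 1284 and 828 in the 0‰ libraries and 3.33 and 4.02 in the 35‰ libraries. Without a filter on low values, 1 gene was called in any comparison.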

The analysis of RNA-seq data revealed 691 differentially expressed genes in any pairwise comparison of the three conditions. K-means cluster analysis identified five gene clusters (Figure 3B and Table S2). 

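Table S2 assigns 691 genes to clusters, and 520 of them are in the table used here, where none of their 3120 values differed by over 0.1 TPM from those of Table S2. When the z-scores of TPM of these 520 genes were clustered again by k-means with k = 5 and 50 starts, the groups matched the clusters of Table S2 with an adjusted Rand index of 0.74, where 1 is a complete match. On z-scores of log2(TPM + 1), the index was 0.522. In cluster I, 110 of 142 genes had a higher TPM in both 18‰ libraries than in every other library. The same held at 35‰ for 115 of 156 genes of cluster II and 20 of 38 of cluster III, and at 0‰ for 40 of 74 genes of cluster IV and 28 of 110 of cluster V. Chance gives 6.67% of genes, but the clusters were formed from the same values. In clusters IV and V, a single library held most of the highest values. The highest TPM was in 0‰ replicate 2 for 71 of 74 genes of cluster IV, and in 0‰ replicate 1 for 82 of 110 genes of cluster V.

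**Figure D2:**
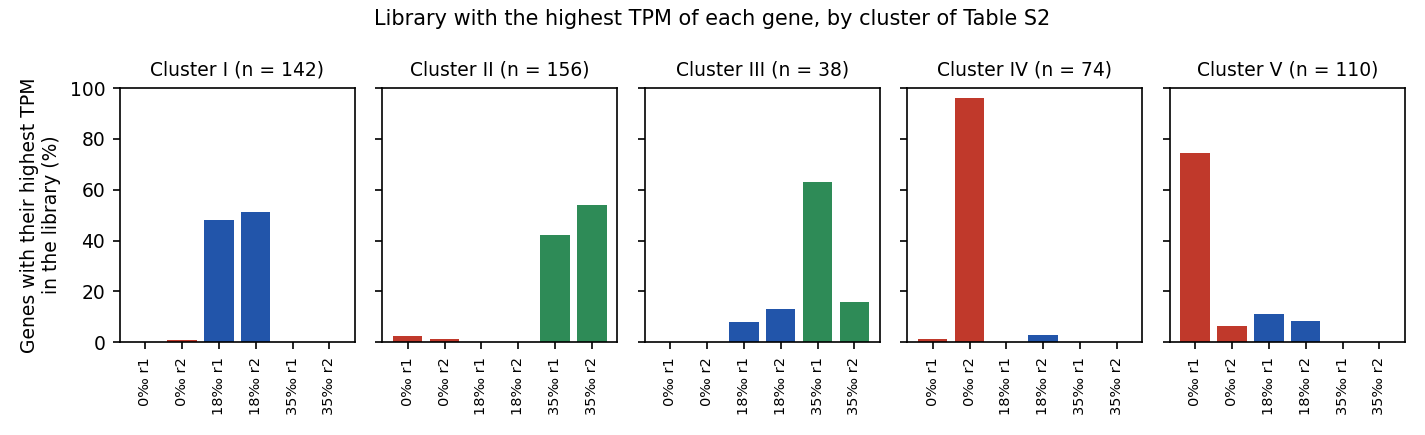
Share of the genes of each cluster of Table S2 (vertical axis, percent) that have their highest TPM in each of the 6 libraries (horizontal axis, r1 and r2 for replicates 1 and 2), with bars coloured by salinity. In cluster IV, 95.9% of the genes have their highest value in 0‰ replicate 2, and in cluster V, 74.5% have it in 0‰ replicate 1.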

GO analysis was then conducted to gain insights into the biological functions of these clusters, revealing specific terms associated with each of them (Figure 3C). Cluster I, characterized by genes upregulated at 18‰ salinity, was enriched for functions related to the transport of inorganic ions and amino acids, suggesting adaptive mechanisms for maintaining ion homeostasis. 

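The GO annotation behind these terms was not used here, and transporters were taken instead as every gene whose symbol begins with slc and a number. Among the 142 genes of cluster I in the table, 18 were solute carriers. Over the 197 solute carriers tested, the mean log2 fold change in 18‰ versus 0‰ was 0.23, and 131 of them were higher at 18‰ (adjusted p = 0.00935 from limma's camera test, which compares the set with all other genes, with Benjamini-Hochberg adjustment over 18 set tests). With fry, which tests the set against no change rather than against other genes, the adjusted p was 0.227. Leaving out each library in turn, the mean stayed between 0.17 and 0.29. The median over all genes tested was 0.06 in the same comparison.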

Cluster II, showing upregulation at 35‰, was associated with oxidative phosphorylation, indicating enhanced energy production under high salinity. 

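Oxidative phosphorylation was measured through 60 genes for subunits of the respiratory chain and ATP synthase, selected by symbol, of which 14 were in cluster II. In 35‰ versus 0‰, 55 of the 60 were higher at 35‰, with a mean log2 fold change of 0.40 (adjusted p = 3.93e-13 from limma's camera test with Benjamini-Hochberg adjustment). In 35‰ versus 18‰, 53 were higher, with a mean of 0.37 (adjusted p = 3.01e-14 from the same limma test). In 18‰ versus 0‰, 31 were higher and 29 lower, with a mean of 0.02 (adjusted p = 0.518 in limma). The mean in 35‰ versus 0‰ ranged from 0.35 to 0.44 when each library was left out in turn. With fry its adjusted p was 0.0415.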

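In cluster III, 38 of 52 genes are in the table, and the mean TPM of 31 of them rose from 0‰ to 18‰ and again from 18‰ to 35‰. The highest of the 6 values was in 35‰ replicate 1 for 24 genes and in 35‰ replicate 2 for 6. Of the 38 genes, 8 were solute carriers and 2 were muscle markers. The id1 gene of this cluster rose from a TPM of 58.6 ± 0.58 (SD, n = 2) at 0‰ to 87.9 ± 21.3 at 18‰ and 157 ± 5.59 at 35‰, with a log2 fold change in 35‰ versus 0‰ of 1.40 (standard error 0.24, adjusted p = 0.11 from limma).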

Cluster III, which exhibited a salinity-dependent increase in expression, was enriched for terms related to digestive tract morphogenesis, developmental growth, and ion transmembrane transport, highlighting its potential role in structural and functional adaptation. 

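The median z-score of the 74 genes of cluster IV in the table was 1.86 in 0‰ replicate 2 and −0.16 in 0‰ replicate 1, against −0.43 in each 18‰ library and −0.49 and −0.48 in the 35‰ libraries. Over 10 complement genes selected by symbol, of which 4 were in cluster IV, the mean log2 fold change was −1.34 in 18‰ versus 0‰, with all 10 lower (adjusted p = 0.000113 from limma's camera test), and −0.95 in 35‰ versus 0‰, with 9 of 10 lower (adjusted p = 0.0135). With fry both adjusted p-values were 0.0715. The median log2 fold change of the 10 genes was −0.57 in 18‰ versus 0‰ and −0.78 in 35‰ versus 0‰. When 0‰ replicate 1 was left out, 5 of the 10 were higher at 18‰, although the mean was −2.02. When 0‰ replicate 2 was left out, the mean moved to −0.67 in 18‰ versus 0‰ and −0.28 in 35‰ versus 0‰. The same library held most of the liver signal, since 11 liver markers had a median log2 deviation from their mean over the libraries of 3.55 in 0‰ replicate 2 and −0.22 in 0‰ replicate 1.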

Cluster IV, upregulated at 0‰, was linked to the complement cascade, implicating an active immune response under freshwater conditions. Lastly, Cluster V, showing a gradual decrease in gene expression with increasing salinity, was enriched for lysosome and innate immune system functions, suggesting a reduced reliance on innate immune processes under high salinity.

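The mean TPM fell from 0‰ to 18‰ and again to 35‰ in 63 of the 110 genes of cluster V in the table. The median z-score was 1.33 in 0‰ replicate 1, 0.05 in 0‰ replicate 2, 0.33 and 0.14 at 18‰, and −1.09 and −0.95 at 35‰. Over 53 lysosome genes selected by symbol, 10 of them in cluster V, the mean log2 fold change was −0.95 in 35‰ versus 0‰, with 46 lower (adjusted p = 1.28e-12 from limma's camera test), and −0.13 in 18‰ versus 0‰, with 36 lower (adjusted p = 0.00427). The mean of −0.95 stayed between −1.12 and −0.78 with each library left out in turn, and its adjusted p was 0.0644 with fry. A difference in the stretch of gut sampled was not excluded as a contribution to this fall. In the 11 leukocyte genes tested, the mean was −0.67 in 35‰ versus 0‰ (adjusted p = 0.00653 from limma's camera test), and their median log2 deviation was 0.92 in 0‰ replicate 1 and −0.49 in 0‰ replicate 2. From the genes called, the paper formed the 5 clusters and took the enriched terms of each. From those terms it proposes that the intestine adapts its ion transport, raises its energy production and relies less on innate immunity under high salinity. For selected genes it also reports qRT-PCR, and ChIP at the fosl2, pik3cb and slc12a1 promoters. Neither was analysed here.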

**Figure 3.**
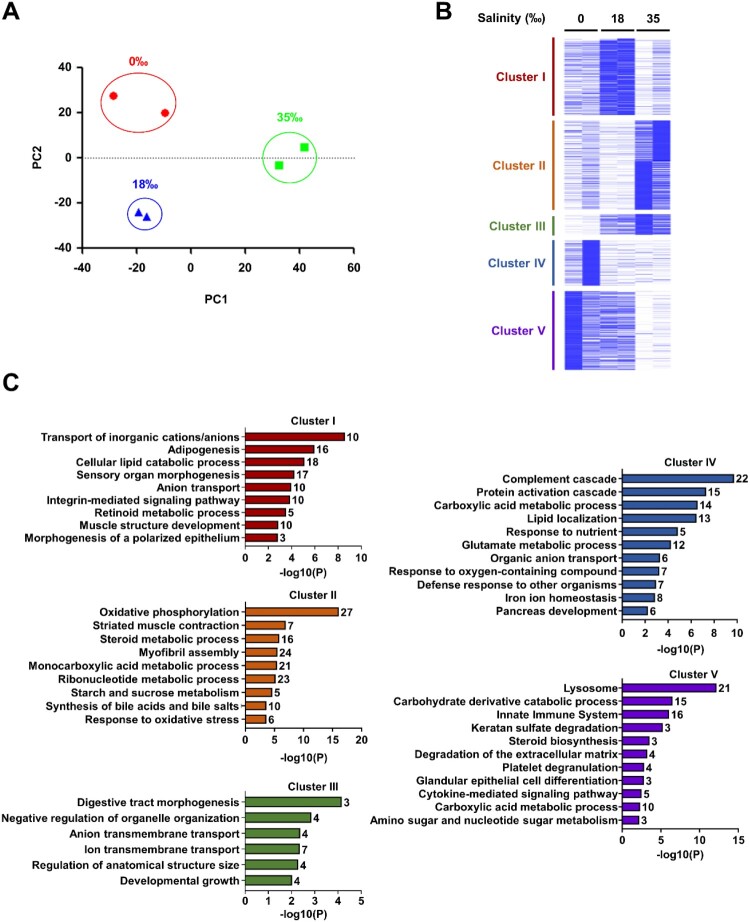
Dynamic gene expression profile and transcriptional features in intestine under salinity stress. (A) Principal component analysis (PCA) plot of gene expression data from three salt stress conditions at the guppy intestine. The PCA plot shows a clear separation between three salt conditions 0‰ (red), 18‰ (blue), and 35‰ (green) samples. (B) K-means clustering with K = 5 was utilized to cluster differentially expressed genes from pairwise comparisons among the three conditions. (C) Gene ontology analysis was conducted for each clustered group. The number next to the bar represents the count of genes in the GO term.

### Osmoregulation in the intestine of guppies in response to salinity stress

Recent studies have shown that euryhaline fish reorganize the gill and intestinal epithelia to meet the requirements of ion transport and permeability (Hirai 1999; Carmona 2004; Souza 2007; Guo et al. 2018; Bonzi et al. 2021).

Consistent with previous research, the histological and transcriptomic data obtained in the present study demonstrated that the intestinal enterocytes of guppies changed morphologically and functionally in response to salinity stress. 

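Of the transporter genes listed in Figure 4A, 21 genes in the table carry the symbols, and 19 of these passed the filter. The counts in this paragraph include genes below the filter. At 18‰, 12 of the 21 were higher in both libraries than in both 0‰ libraries and 1 was lower. At 35‰, 11 were higher and 3 lower. Chance gives 16.7% for each direction. Figure 4A shows genes that the paper describes as differentially expressed in the same libraries, so an excess over chance decides nothing. Of 8 epithelial cell differentiation genes, 7 were higher at 18‰, while at 35‰ 2 were higher and 2 lower. Both developmental growth genes in the table, pik3cb and sema5bb, were higher at 35‰. The sema5bb gene was below the filter and not tested. It was listed at 0 in both 0‰ libraries, a value of unknown meaning, and had a TPM of 0.42 and 0.50 at 35‰. Of 7 aquaporin genes, 2 were higher at 35‰ and 1, aqp12, was lower, with a log2 fold change of −3.47 (standard error 0.38, adjusted p = 0.0252 from limma). In both 35‰ libraries, 4 of 5 exocrine pancreas markers were also lower than in every other library. Less pancreas tissue was therefore not excluded as a reason for the fall of aqp12. No gene of these groups passed the cutoffs as upregulated in either comparison with 0‰.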

RNA-seq data indicated a substantial upregulation of osmoregulatory genes associated with epithelial cell differentiation, developmental growth, and the transport of ions and water molecules. Concurrently, genes related to the innate immune system were shown to be downregulated (Figure 4A); a finding that was corroborated by qRT-PCR analysis (Figure 4B). 

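Of the innate immune genes of Figure 4A, 10 were analysed here. At 35‰, 9 of them were lower in both libraries than in both 0‰ libraries, and aldoaa overlapped. At 18‰, 3 were lower and the others overlapped. The log2 fold changes in 35‰ versus 0‰ ran from −3.18 to 0.02. The tcn2 gene passed the cutoffs, with a TPM of 138 ± 12.5 (SD, n = 2) at 0‰ and 24.4 ± 6.46 at 35‰ and a log2 fold change of −2.47 (standard error 0.30, adjusted p = 0.0437 from limma). With a pseudocount of 0.1 its adjusted p was 0.0508 in limma, and the call was lost. The tcn2 gene is also in the list of distal intestine markers used here. The other genes did not pass. The median log2 fold change of the 10 genes was −1.38 in 35‰ versus 0‰, and −0.88 when 35‰ was set against 0‰ replicate 2 alone, which had less leukocyte signal than 0‰ replicate 1.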

On the other hand, in zebrafish, the expression of some genes (such as *slc3a1*, *slc12a1*, and *Pik3cb*) decreased under salt concentrations of 6‰ and 12‰. 

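In the guppy intestine, the TPM of slc12a1 was 11.5 ± 2.04 (SD, n = 2) at 0‰, 31.4 ± 5.92 at 18‰ and 133 ± 81.9 at 35‰, and the replicates at 35‰ stood at 191 and 74.8. The log2 fold change was 1.37 in 18‰ versus 0‰ (standard error 0.43, adjusted p = 0.667 from limma) and 3.28 in 35‰ versus 0‰ (standard error 0.43, adjusted p = 0.056). With the stricter filter of a mean TPM of at least 5, the adjusted p in 35‰ versus 0‰ was 0.0401. The fosl2 gene was not analysed here.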

Next, we studied the mechanism by which high salinity increased the expression of adaptation genes (such as the *fosl2*, *slc12a1,* and *pik3b*) in guppies but not in zebrafish. To this end, ChIP assays were conducted to investigate the epigenetic changes in the promoter regions of genes related to salt adaptation. As expected, our results showed that H3K9ac levels increased and H3K9me3 levels decreased in guppies exposed to 35‰ salinity. Conversely, in zebrafish, H3K9me3 levels gradually increased under similar conditions (Figure 4C). Finally, the bioinformatics tool ChEA3 was employed to identify transcription factors that regulate those genes that undergo upregulation under salt stress. This analysis specifically focused on salt stress-related transcription factors whose expression levels increased in response to high salinity. Notably, transcription factors such as *bhlhe40*, *cebpd*, and *gata6* were found to be progressively upregulated in guppies as salinity increased from 0‰ to 18‰ and then up to 35‰ (Figure 5A). 

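Both genes named bhlhe40 in the table were measured, and they moved in opposite directions. The TPM of ENSPREG00000015542 was 55.6 ± 19.3 (SD, n = 2) at 0‰, 59 ± 14.5 at 18‰ and 97.1 ± 4.44 at 35‰. Its log2 fold change was 0.10 in 18‰ versus 0‰ and 0.84 in 35‰ versus 0‰ (standard error 0.31, adjusted p = 0.379 from limma). The TPM of ENSPREG00000021365 was 77.8 ± 21.4 at 0‰ and 47.9 ± 11.4 at 35‰, a log2 fold change of −0.68 (standard error 0.29, adjusted p = 0.441 in limma). The cebpd gene had a TPM of 141 ± 15.7 at 0‰, 236 ± 135 at 18‰ and 233 ± 30.2 at 35‰. At 18‰ its libraries stood apart, at 141.1 and 332. Its log2 fold change was 0.62 in 18‰ versus 0‰ and 0.72 in 35‰ versus 0‰ (standard error 0.39, adjusted p = 0.523 in limma). For gata6 the TPM was 99.6 ± 32.4 at 0‰, 98.1 ± 6.84 at 18‰ and 133 ± 15.2 at 35‰, and the libraries at 0‰ and 35‰ overlapped (log2 fold change 0.45, adjusted p = 0.572 in limma). The mean rose from 0‰ to 18‰ by less than the SD at 0‰ for ENSPREG00000015542 and did not rise for gata6. The paper also reports qRT-PCR of guppy RNA at these salinities, which was not analysed here.

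**Figure D3:**
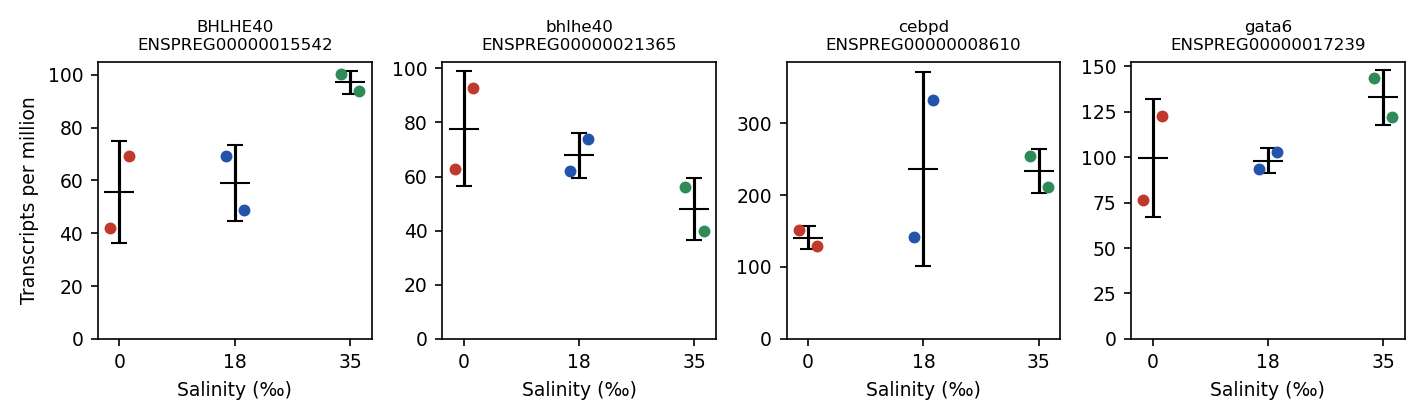
TPM (vertical axis, from 0) of the 2 bhlhe40 genes, cebpd and gata6 at each salinity in ‰ (horizontal axis), with a point for each library and a bar for the mean ± SD of 2 libraries. The 35‰ libraries of ENSPREG00000015542 stand at 100.26 and 93.98, above the 0‰ libraries at 41.98 and 69.3, while those of ENSPREG00000021365 stand below.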

A network analysis of the relationship between these transcription factors and their target genes revealed a complex regulatory network (Figure 5B). In contrast, in zebrafish, the expression of *bhlhe40* and *gata6* decreased, while that of *cebpd* initially increased at 6‰ but then decreased at 12‰ (Figures 5C).

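Of 12 tested genes that the paper names as targets of bhlhe40, cebpd, gata6 or fosl2, 8 were higher in both 18‰ libraries than in both 0‰ libraries and 4 overlapped. At 35‰, 6 were higher, 3 were lower and 3 overlapped. By chance 16.7% would fall in each direction. Most of these genes are in Table S2, which was selected on the same libraries, so an excess over chance decides nothing. Among the 6, id1, stat3, slc20a2, ARAP1 and GSTM4 had log2 fold changes in 35‰ versus 0‰ of 1.40, 0.37, 1.25, 0.77 and 1.71. The slc25a12 and slc1a5 genes were lower, with log2 fold changes of −1.51 and −1.30. One slc39a1 gene (ENSPREG00000008271) was lower at 35‰ (−1.56) and the other (ENSPREG00000014791) overlapped (−0.36). The smallest adjusted p among these was 0.11, for id1, so none passed the cutoffs in limma's test. The TPM of slc10a2 was 226 and 176 at 0‰, 706 and 613 at 18‰, and at 35‰ it was listed at 0 in replicate 1 and had a TPM of 429 in replicate 2. The ribosomal protein gene rplp2, the last of the 6, was listed at 0 in both 0‰ libraries and in 18‰ replicate 2. The table does not tell a gene without expression from one that was not quantified, so the direction of rplp2 rests on values of unknown meaning.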

**Figure 4.**
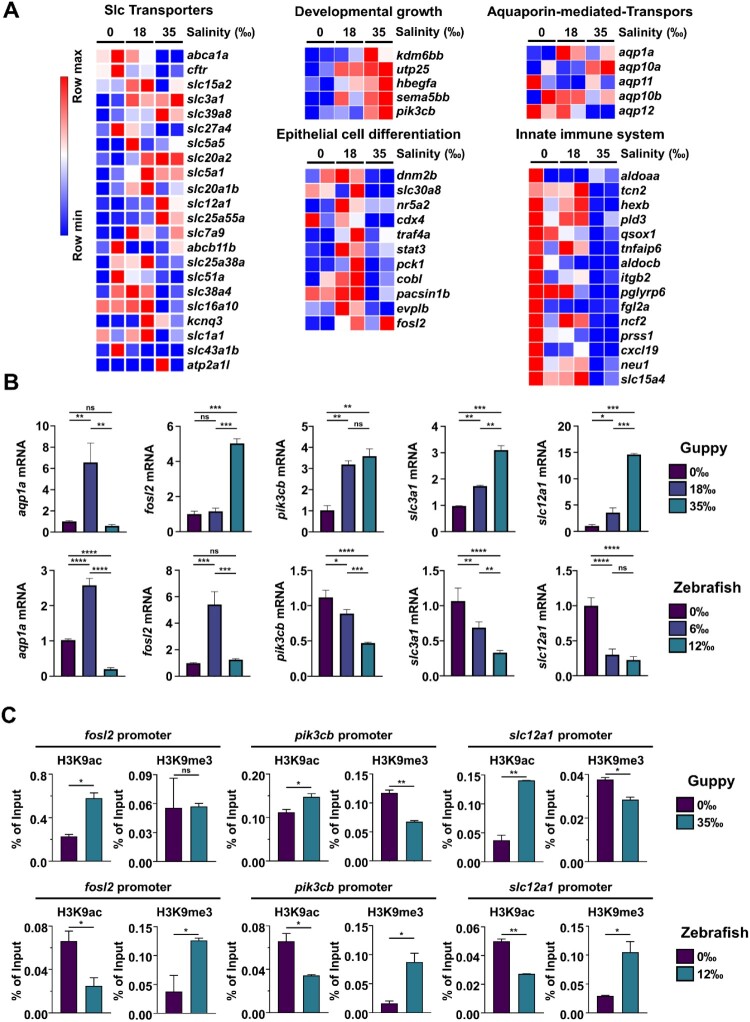
Osmoregulatory system in the guppy intestine in response to salinity stress. (A) Heatmap showing the transcripts per million of DEGs involved in osmoregulation. (B) RNA was isolated from guppies or zebrafish adapted to various salt conditions, followed by qRT-PCR analysis using the specified primers. The data are shown as the mean ± SD. *P* value is determined by one-way ANOVA, Tukey's multiple comparisons test. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. (C) ChIP assays of fosl2, pik3cb, and slc12a1 genes were performed using anti-H3K9ac and anti-H3K9me3 antibodies in the small intestines of guppies and zebrafish as in (B). The data are presented as the mean ± SD. *P* value is determined by Two-tailed *t*-test. ns, not significant; *P < 0.05; **P < 0.01.

**Figure 5.**
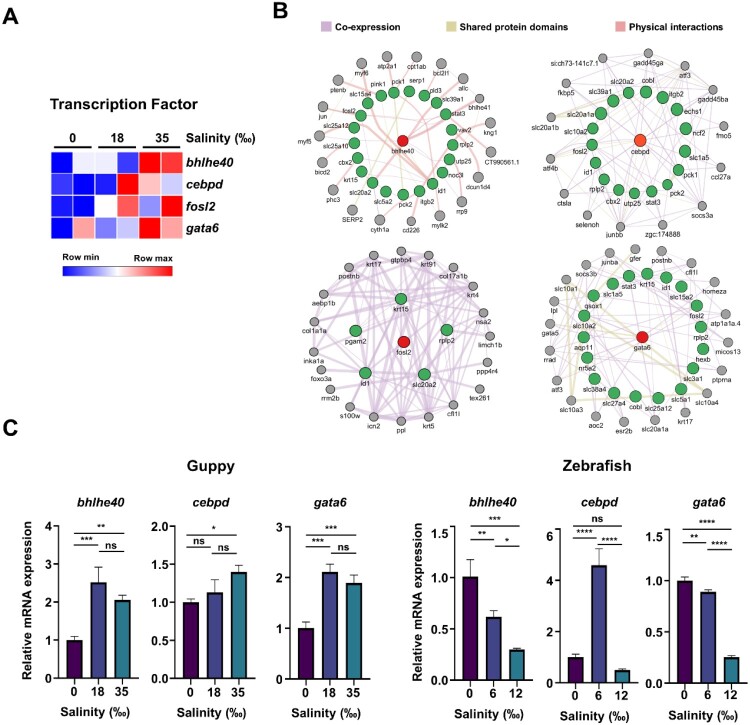
Putative transcription factors in salinity stress adaptation. (A) Prediction of transcription factors regulating the expression of genes belonging to cluster III, as in Figure 3B, using ChEA3. (B) Transcription factor-target gene interaction network from (A) was constructed using GeneMANIA and visualized in Cytoscape. The line color represents the types of network interaction. Red, transcription factor; green, target genes from ChEA3; grey, target genes from GeneMANIA. (C) qRT-PCR analysis of the RNA isolated from guppies (0‰,18‰, and 35‰) or zebrafish (0‰, 6‰, and 12‰) as in Figure 4B. The data are shown as the mean ± SD. *P* value is determined by one-way ANOVA. ns, not significant; *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

These findings suggest that the differential expression of salt adaptation-related genes between guppies and zebrafish could be due to variations in both epigenetic modifications and the activity of specific transcription factors under high salinity.

## Discussion

The present study aimed to unravel the intricate mechanisms underlying the adaptation of guppies to varying salinity conditions. Our experimental approach involved subjecting the fish to a stepwise increase in salinity up to 35‰, and the results revealed their remarkable salt tolerance compared with zebrafish. The focus was on the crucial role of the intestine in osmoregulation; a function that is traditionally associated with the gills. Morphological analysis of the intestinal tissues of guppies adapted to different salinity conditions revealed significant changes in the size of the intestine and villi, along with the presence of condensed columnar-shaped enterocytes, indicating dynamic adaptations to maintain osmotic balance.

### Critical genes in osmoregulation

In the intricate response of the guppy intestine to salinity stress, several key genes were identified as crucial players orchestrating adaptive osmoregulation. Notably, the upregulation of the SLC transporters is indicative of their pivotal roles in maintaining ion homeostasis under high salinity (Cutler and Cramb 2008; Gregorio et al. 2013; Wong et al. 2014). 

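The solute carriers tested, 197 genes, were not limited to those the paper shows in Figure 4A. Their mean log2 fold change in 35‰ versus 0‰ was −0.04, with 86 genes higher and 111 lower (adjusted p = 0.844 from limma's camera test with Benjamini-Hochberg adjustment). In 35‰ versus 18‰ the mean was −0.28, with 128 lower (adjusted p = 0.0527 from limma). Leaving out each library in turn moved the mean in 35‰ versus 0‰ between −0.18 and 0.09, so its direction was not stable.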

Slc12a1, also known as the Na-K-Cl cotransporter, is instrumental in facilitating the transport of sodium, potassium, and chloride ions across cell membranes. In addition, this transporter may operate alongside bicarbonate secretion to enhance water absorption, facilitating efficient osmoregulation in high-salinity environments (Esbaugh and Cutler 2016). Interestingly, the expression of *slc12a1* in the intestine was significantly reduced in zebrafish exposed to high salinity, while it was markedly increased in guppies under the same conditions. This species-specific upregulation likely reflects an adaptive mechanism to cope with prolonged salt stress, supporting the critical ion transport processes required to maintain homeostasis in challenging osmotic conditions. Similarly, the guppy intestine exhibited a significant increase in the expression of *slc3a1*, a component of the heterodimeric amino acid transporter, and *aqp1a*, a water channel. 

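Of the aqp1a.1 genes in the table, ENSPREG00000007361 was listed at 0 in every library. The TPM of the other, ENSPREG00000006858, was 11.1 ± 3.73 (SD, n = 2) at 0‰, 56.9 ± 11.7 at 18‰ and 32.6 ± 14.2 at 35‰. All libraries at 18‰ and 35‰ lay above both 0‰ libraries. Its log2 fold change was 2.28 in 18‰ versus 0‰ (standard error 0.37, adjusted p = 0.353 from limma) and 1.44 in 35‰ versus 0‰ (adjusted p = 0.252). The slc3a1 gene was not analysed here.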

During osmotic acclimation, euryhaline fish exhibit increased energy demands, and amino acids serve as energy substrates and osmolytes in both plasma and cells at this time (Sundell et al. 2019). The upregulation of *Slc3a1* may play a crucial role in energy metabolism and osmoregulation. Interestingly, the upregulation of *aqp1a* in the guppy intestine during salinity acclimation mirrors that observed in the eel intestine (Aoki et al. 2003; Martinez et al. 2005). However, other euryhaline fish species such as sea bream and medaka have been reported to show decreased expression of *aqp1* during salinity stress (An et al. 2008; Madsen et al. 2014; Wong et al. 2014). Considering the high demand for intestinal water absorption in seawater teleosts, additional investigations are warranted to elucidate the underlying reasons for the variability in *aqp1* expression levels among these species. These studies may shed light on the regulatory factors influencing *aqp1* expression across diverse environmental conditions.

### Genes controlling tissue remodeling for osmoregulation

Genes associated with epithelial cell differentiation, such as *fosl2*, exhibit increased expression levels in response to salinity stress. Fosl2, which belongs to the Fos transcription factor family, is implicated in the regulation of diverse cellular processes, including proliferation, differentiation, and apoptosis (Bozec et al. 2013; Li et al. 2022; Shetty et al. 2022). Its upregulation suggests a potential role in modulating the structural integrity and barrier function of the intestinal epithelium in guppies subjected to salinity fluctuations. By promoting epithelial cell differentiation, Fosl2 may contribute to fortifying the intestinal barrier, thereby mitigating water loss and preserving osmotic equilibrium in response to heightened salinity. In addition, genes involved in developmental growth, such as *pik3cb*, demonstrate heightened expression levels in the intestine of guppies under salinity stress. 

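The TPM of pik3cb was 15 ± 2.18 (SD, n = 2) at 0‰, 16.3 ± 1.36 at 18‰ and 23.9 ± 1.97 at 35‰. Both 35‰ libraries lay above both 0‰ libraries, with a log2 fold change of 0.64 (standard error 0.23, adjusted p = 0.367 from limma). At 18‰ the libraries overlapped with those at 0‰, with a log2 fold change of 0.11.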

Specifically, *pik3cb* encodes the catalytic subunit of phosphoinositide 3-kinase (PI3 K), a pivotal signaling enzyme implicated in various cellular processes, including growth, proliferation, and survival (Lin et al. 2015; Yang et al. 2019). Its upregulation suggests an adaptive growth response aimed at bolstering tissue resilience and functional capacity in the face of salinity-induced stress. By promoting cellular growth and proliferation, *Pik3cb* may facilitate tissue repair and remodeling, thereby contributing to the overall adaptive response of the guppy intestine to salinity stress.

### Role of innate immunity genes

In addition, to the upregulation of genes involved in osmoregulation and tissue remodeling, our study revealed the downregulation of genes associated with the innate immune system in the intestine of guppies under salinity stress. 

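The TPM of pglyrp6 was 344 ± 2.56 (SD, n = 2) at 0‰, 231 ± 158 at 18‰ and 37.2 ± 2.62 at 35‰, a log2 fold change in 35‰ versus 0‰ of −3.18 (standard error 0.45, adjusted p = 0.0602 from limma, and 0.0496 with the stricter filter). For tnfaip6 it was 4.21 ± 3.17 (SD, n = 2) at 0‰, 5.75 ± 1.56 at 18‰ and 0.59 ± 0.156 at 35‰, a log2 fold change of −1.57 (adjusted p = 0.282 in limma). For itgb2 it was 129.7 ± 73.9 (SD, n = 2) at 0‰, 117 ± 10 at 18‰ and 65.8 ± 10.7 at 35‰, a log2 fold change of −0.85 (adjusted p = 0.472 in limma), and its 0‰ libraries stood apart at 182 and 77.4. In none of the 3 genes were both 18‰ libraries below both 0‰ libraries.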

Specifically, *tnfaip6*, *itgb2*, and *pglyrp6* stand out as key genes showing reduced expression levels in response to elevated salinity. These genes play critical roles in inflammation (*tnfaip6*), immune cell adhesion and migration (*itgb2*) as well as in the recognition of bacteria and initiation of immune responses (*pglyrp6*) (Chang and Zhang 2017; Wei et al. 2021 Li et al. 2022;). The downregulation of genes associated with the innate immune system suggests a potential trade-off mechanism wherein resources are reallocated from immune defense toward processes that are crucial for coping with salinity stress. This trade-off strategy aligns with the concept of resource allocation theory, according to which organisms prioritize resources toward functions essential for immediate survival or reproduction when faced with environmental stressors (Reznick 2002). In the context of the guppy intestine, the observed downregulation of immune-related genes may indicate a prioritization of resources toward maintaining osmoregulatory balance and tissue remodeling to withstand salinity fluctuations.

### Epigenetic modifications and transcription factors involved in salt stress adaptation

Epigenetic modifications, particularly histone acetylation and methylation, are crucial in regulating gene expression in response to environmental changes, including salt stress (Jaenisch and Bird 2003; Rashid et al. 2022). In our study, significant histone modifications were observed within the intestine of guppies under salt stress, which highlights the role of epigenetic mechanisms in adaptive responses. Specifically, our findings revealed a global increase in histone acetylation marks, such as H3K9ac and H3K18ac, both of which are typically associated with transcriptional activation. Notably, the ChIP assay showed elevated levels of H3K9ac in guppies exposed to high salinity, suggesting that this epigenetic modification plays a key role in the transcriptional activation of genes involved in osmoregulation and tissue remodeling. In contrast, histone methylation exhibited a more complex response to salt stress. Methylation marks associated with both gene activation (H3K4me3 and H3K36me3) and repression (H3K9me3 and H3K27me3) showed intricate patterns. The analysis revealed an increase in the global levels of repressive marks, i.e. H3K9me3 and H3K27me3, at higher salinity levels (18‰ and 35‰). Interestingly, the H3K9me3 levels increased globally but decreased specifically in the promoter regions of osmoregulatory genes at 35‰. This reduction in H3K9me3 in key promoter regions corresponded with the upregulation of osmoregulatory genes, emphasizing the importance of targeted histone demethylation in facilitating the adaptive transcriptional response to salt stress. In contrast, zebrafish exhibited histone modifications in the promoter regions of salt stress-related genes that were opposite to those observed in guppies. This difference in epigenetic responses may explain the reduced ability of zebrafish to adapt to high-salinity environments.

The interplay between epigenetic modifications and transcription factors is critical in orchestrating the gene expression changes necessary for salt adaptation. Our transcriptomic analysis revealed that, in response to increasing salinity, several transcription factors, including *bhlhe40*, *cebpd*, *fosl2*, and *gata6*, were upregulated in guppies. These factors are known to be involved in stress response pathways, tissue remodeling, and cellular growth, all of which are essential for maintaining osmotic balance in hyperosmotic environments (Acosta-Iborra et al. 2024, Balamurugan and Sterneck 2013, Decker et al. 2006, Li et al. 2022).

Bhlhe40 is involved in circadian rhythms and hypoxic stress responses (Wang et al. 2015; Kiss et al. 2020). Based on the results of network analysis, Bhlhe40 is expected to regulate *slc39a1*, a transporter involved in zinc homeostasis (Takagishi et al. 2017), and *slc5a2*, which contributes to ionic balance (Jiang et al. 2014). Additionally, it is probably involved in mitochondrial function and ion transport by upregulating *slc25a10* and *slc25a12*, which are important for mitochondrial activity and cellular homeostasis (Cai et al. 2019). This transcription factor may also interact with STAT3 (John et al. 2019), a key player in inflammatory signaling and cell survival, further supporting cellular resilience under stress.

Cebpd, a member of the CCAAT/enhancer-binding protein family, plays a central role in various cellular processes, including differentiation, metabolism, and immune responses (Cardinaux and Magistretti 1996; Tanaka et al. 1997; Zannetti et al. 2010). PPI network analysis suggested that Cebpd may upregulate *slc39a1*, a zinc transporter, which could enhance antioxidant defense by facilitating zinc transport (Jeong and Eide 2013). Additionally, Cebpd is likely to regulate *ncf2*, a subunit of NADPH oxidase, which assists in managing oxidative stress by modulating the production of reactive oxygen species (Ngo and Duennwald 2022). Moreover, Cebpd is expected to influence ion homeostasis by regulating transporters such as *slc10a2* and *slc20a2*, which are involved in phosphate and bile acid transport (Hruz et al. 2006; Ramos-Brossier et al. 2024), respectively. This transcription factor may also support energy balance under stress conditions by activating key metabolic genes such as *pck1* (gluconeogenesis) and *rplp2* (ribosomal protein synthesis) (Artero-Castro et al. 2015; Verissimo et al. 2023). Collectively, these functions suggest that Cebpd supports cellular survival under salt stress by regulating ion transport, oxidative stress responses, and energy homeostasis.

Fosl2, a member of the AP-1 complex, modulates cellular proliferation and differentiation (Jahangiri et al. 2016). In response to salt stress, Fosl2 may upregulate genes such as *slc20a2* and *krt15 (*Ren et al. 2021*;* Ievlev et al. 2023*)*, which help maintain cell integrity under stress conditions. It can also regulate *pgam2*, an enzyme involved in glycolysis (Okuda et al. 2013), to support energy production during salt-induced stress. Additionally, Fosl2 may influence genes involved in cell growth and protein synthesis, such as *id1*, *rplp2*, and *arap1 (*Sikder et al. 2003*;* Artero-Castro et al. 2015*;* Zhang et al. 2023*)*, which are essential for cell survival and proper function in hyperosmotic environments.

Gata6, a transcription factor essential for cellular development and differentiation (Koutsourakis et al. 1999; Keijzer et al. 2001), plays a pivotal role in the cellular response to salt stress. It is expected to regulate genes related to nutrient and ion transport, such as *slc15a2*, *slc3a1*, and *slc1a5 (*Zhang et al. 2019*;* Nwosu et al. 2023*)*, which help maintain cellular ion balance and nutrient uptake. Additionally, Gata6 is likely to activate *gstm4*, a gene involved in oxidative stress defense (Allocati et al. 2018), which assists in protecting cells from oxidative damage induced by salt stress. Furthermore, Gata6 may regulate stress-responsive genes such as *stat3* and *fosl2*, both of which are critical for maintaining cellular survival and function under challenging conditions. These functions suggest that Gata6 plays an important role in cellular resilience during salt-induced stress, supporting ion balance, oxidative stress responses, and cell survival mechanisms (Rong et al. 2012; Toyama et al. 2023).

Collectively, these four transcription factors – *bhlhe40*, *cebpd*, *fosl2*, and *gata6* – work in concert to regulate complex gene expression processes that enable cells to adapt to salt stress. Their roles in ion transport, oxidative stress management, and metabolic processes highlight their critical involvement in cellular resilience and in the mechanisms of adaptation to stress.

Interestingly, when compared with guppies, zebrafish, which exhibit a lower salt tolerance, showed a different transcriptional response to salt stress. In zebrafish, the expression of *bhlhe40* and *gata6* decreased under high salinity, whereas that of *cebpd* transiently increased at lower salinity and declined at higher salinity.

The decrease in *bhlhe40* and *gata6* expression in zebrafish could reflect an impaired ability to regulate essential stress response pathways, including ion balance, oxidative stress mitigation, and cellular survival under osmotic pressure. The transient increase followed by a decline in *cebpd* expression suggests a temporary cellular stress response that cannot be sustained as salinity increases, possibly due to the adaptation mechanism becoming overwhelmed. This divergent transcriptional response is likely associated with the different abilities of these species to cope with hyperosmotic conditions, with zebrafish being less able to maintain homeostasis at high salinity. These findings suggest that the differences in transcriptional regulation between species, for example in terms of the modulation of *bhlhe40*, *cebpd*, and *gata6*, may explain their respective salt tolerance levels. However, further experimental validation is needed to confirm these potential regulatory mechanisms in vivo and to explore how epigenetic modifications and transcriptional networks are integrated to support cellular resilience in response to salt stress.

## Comparative analysis of the transcriptome in intestinal and gill tissues under salt stress

The intestine and gills of guppies under salt stress exhibited complementary yet distinct roles in maintaining osmoregulatory homeostasis, with organ-specific transcriptional responses. The gills, as a multifunctional organ, primarily facilitate gas exchange, ion secretion, and nitrogenous waste excretion, while contributing to acid–base balance and immune defense (Evans et al. 2005). In contrast, the intestine is specialized in ion absorption, water uptake, and nutrient digestion, which makes it an essential organ for hydration and energy acquisition in marine environments (Whittamore 2012). The comparative analysis of gene expression patterns in these tissues further corroborated the above-mentioned organ-specific roles (Table S3).

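Table S3 lists 88 genes, atp6v1a in 2 places, with log2 fold changes for the intestine and the gill, and the gill was not analysed here. For 60 of the genes, which are in the table, pass the filter and are matched by 1 symbol or through Table S2, the intestine values could be set beside those from log2(TPM + 1). Of the 120 pairs, 104 had the same sign and lay within the spread between replicates. For slc12a1 in 35‰ versus 0‰, the paper's value is 3.53 and the log2 ratio of the mean TPM gave 3.53. For pglyrp6 the paper's value is −3.21 and the log2 ratio of the mean TPM gave −3.21.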

The observed upregulation of *slc12a1* and other *slc* transporters in the intestine emphasizes the role of this organ in ion absorption and water uptake, which are critical for osmoregulation. The increased expression of genes related to tissue remodeling and growth, such as *pi3cb* and *fosl2*, indicated structural adaptation to sustained stress. In addition, the intestine exhibited increased expression of specific transcription factors like *cebpd*, *fosl2*, and *gata6*, which play critical roles in cellular remodeling and adaptive responses to stress.

In contrast, the gills showed higher expression of *slc12a2* and *cftr*, which facilitate ion secretion, underscoring the role of this organ in expelling excess salts to maintain osmotic balance (Table S3). Growth-related genes in the gills either remained unaltered or were downregulated, reflecting a reliance on functional rather than structural adjustments. Notably, transcription factors like *cebpd* and *fosl2* exhibited upregulation in the intestine but either decreased expression or no significant change in the gills. This suggests that different transcriptional regulators may be involved in the response of the gills to salt stress, underscoring the organ-specific nature of these regulatory mechanisms. Both in the intestine and gills, oxidative phosphorylation-related genes were upregulated, which reflects the high energy demands of osmoregulation. However, immune-related genes were consistently downregulated in both organs, suggesting a trade-off that prioritizes osmoregulatory functions over immune responses. These findings elucidate the complementary strategies adopted by the gills and intestine in guppies: the former organ primarily manages salt excretion and gas exchange, while the latter adapts structurally to optimize ion absorption and hydration under challenging environmental conditions.

## Conclusions

Our study elucidates the remarkable adaptive capabilities of guppies (*P. reticulata*) in response to salinity stress, highlighting the critical role of the intestine as an osmoregulatory organ. Unlike zebrafish, guppies exhibit significant morphological and transcriptional changes that enable efficient osmotic balance in hyperosmotic environments. The upregulation of key osmoregulatory genes, such as *slc12a1, slc3a1,* and *aqp1a*, combined with the structural remodeling of the intestinal epithelium, reflects a dynamic strategy to cope with salt stress. In addition, genes regulating tissue remodeling, such as f*osl2* and *pik3cb*, contribute to maintaining epithelial integrity and resilience under prolonged salinity challenges. The observed epigenetic modifications, including histone acetylation and targeted demethylation, provide insights into the regulatory mechanisms facilitating these adaptive responses. The interplay of transcription factors like *bhlhe40*, *cebpd*, *fosl2*, and *gata6* is at the core of the complex regulatory networks that orchestrate cellular and physiological adaptations. Comparative transcriptomic analyses of the intestinal and gill tissues reveal complementary roles. The intestine performs functions related to ion absorption and hydration, while the gills manage ion excretion, collectively maintaining homeostasis. The findings of this study also suggest a resource allocation trade-off, with the downregulation of immune-related genes in favor of osmoregulatory and structural adaptations. This strategy prioritizes immediate survival mechanisms over immune defense during environmental stress.

In summary, guppies demonstrate a robust and multi-faceted adaptive response to salinity stress driven by transcriptional regulation, epigenetic modulation, and organ-specific functional specialization. These insights enhance our understanding of the physiological plasticity underlying euryhalinity in teleosts, providing a foundation for further studies into the evolutionary and ecological implications of osmoregulatory mechanisms.

## Limitations and future directions

This study is constrained by its focus on selected target genes and transcription factors, which limits the broader understanding of osmoregulatory networks. Future investigations should conduct comparative transcriptomic analyses of guppies and zebrafish under varying salinity conditions, capturing genome-wide transcriptional changes. Additionally, examining the roles of other transcription factors and their interactions with downstream signaling pathways could elucidate the regulatory frameworks underlying osmoregulation. Expanding this research to include proteomic and epigenomic studies would provide a more comprehensive understanding of adaptive mechanisms across species with varying salinity tolerances.

## Supplementary Material

Supplemental Material

## Data Availability

All necessary data to support the conclusions drawn in the paper are provided either within the paper or in the Supplementary information. RNA-seq data generated during this study are available under GEO accession number.

How the deposited data were processed for this re-analysis (not part of the article)

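RNA-seq of the guppy intestine gave 6 libraries, 2 at each of 0‰, 18‰ and 35‰. The authors aligned the reads with STAR, quantified transcripts with StringTie and deposited TPM values, which were used as deposited. No read counts, and no library totals, were analysed here. The deposited values cover part of each library and keep no depth, so the precision that depth gives each value could not be computed. The spread between 2 libraries per salinity is the only measure of error. How many fish or tanks each library drew on is not stated, so that spread may leave out differences between tanks. The paper raised salinity stepwise in the tanks, so effects of salinity were not separated from those of time of exposure.

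The values were analysed in R 4.3.3 with limma 3.58.1 and in Python 3.11.15 with scikit-learn 1.9.0, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with a TPM of at least 1 in at least 2 libraries were kept, and a pseudocount of 1 was added before taking log2. Between 1006 and 1275 of the 10389 genes were listed at 0 in each library. These were used as 0, although the table does not tell a gene without expression from one that was not quantified. The 3 pairwise comparisons of the salinities came from one limma fit with a mean-variance trend, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 within the comparison and a fold change above 1.5. The replicate numbers come from the sample labels and are not stated to pair fish or tanks, so no block was used. Gene sets were selected by symbol and tested with limma's camera at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 18 tests. That correlation was fixed and not estimated from these genes, and no other value was tried. Where the genes of a set vary together more than this, the camera p-values are too small. The symbols were first matched more loosely, which took in unrelated genes. The stricter rule was chosen after those matches were seen, and the looser rule is given as an alternative. The sets stand in for the GO terms of the paper, whose enrichment tests were not repeated, nor was the transcription factor enrichment.

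Principal components were computed from log2(TPM + 1) scaled to unit variance. K-means with 5 groups and 50 starts was run on the z-scores of TPM of the genes of Table S2. The single genes named are those the paper names as changed in the intestine, those in Figure 4A or among the targets of the 4 transcription factors, and the 5 called genes with the largest change in each direction against 0‰ with no overlap between libraries. The slc13a1 gene was chosen after its values were seen.

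Tissue markers were compared with 10000 random lists of genes of similar mean expression, drawn within 40 bins with seed 1, and a median beyond 2.5% of the lists counted as extreme. The marker lists were written before the TPM values were examined but after the paper's figures and part of Table S2 had been read, except the kidney list, which was added after the values were seen.

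The calling procedure was tested on simulated data with 200 changed genes of 7897. The changed genes were drawn only from those whose mean log2(TPM + 1) reached that of a TPM of 5. Recovery of genes with lower expression was not measured. With the moderated spread of each gene, 192 genes changed 4-fold were recovered, with 10 false calls. After a first run of this test had been seen, a second model was added in which the spreads were drawn from limma's prior distribution, and with it 168 were recovered, with 14 false calls. With no change simulated, the models gave 1 and 0 calls. Changes of 1.5-fold, 2-fold and 3-fold were simulated after these results had been seen. Of 200 genes, 0 were recovered at 1.5-fold and at 2-fold with either model, and at 3-fold 165 with the moderated spread and 102 with drawn spreads.

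The alternatives covered the pseudocount, the filter, the fold change cutoff, the trend, median-ratio scaling, a replicate block, the libraries in the fit, the set test, the scaling of the principal components and of k-means, and the omission of each library in turn. Genes named in the paper that are not in the table and the gill data were left out, and not every other gene the paper names is given by itself. Genes below the filter were left out of the tests. The counts over the genes of Figure 4A and the clusters of Table S2 include them.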

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

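The tests in this part were chosen only after the result was seen.

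Markers outside Table S2 were compared with random lists in each of the 6 libraries, for 6 tissues. Of 36 comparisons, 9 stood out as high and 10 as low, where chance gives 0.9 of each. Each library was compared with the mean of the others, so a high value in one library lowers the rest. The random lists hold unrelated genes, while the markers of one tissue vary together, so standing out is weak evidence by itself. The labels give no batch, and read depth, GC content and reads shared between paralogs were not tested for any of these results.

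The 4 liver markers outside Table S2 had a median log2 ratio of 5.42 in 0‰ replicate 2 against the mean of the other libraries, and 0 of 10000 random lists were as high. A candidate explanation for the height of cluster IV and complement genes in this library is liver tissue in the sample. Salinity was tested in 0‰ replicate 1, where the 10 complement genes had a median log2 ratio of 0.64 to the 18‰ and 35‰ libraries, and 2 random lists were as high. Traces of liver tissue in that library as well were tested with 11 liver markers, whose median was 0.62, and 1 random list was as high. Since 5 of these complement genes and 7 of the 11 liver markers are in Table S2, which was selected on the same libraries, these tests decide nothing. Outside Table S2, the 5 complement genes had a median of 0.73 and 51 random lists were as high, while the 4 liver markers had a median of −0.28 and 8328 were as high, which went against liver tissue in 0‰ replicate 1. Liver tissue in 0‰ replicate 2 and a fall of complement genes with salinity may both contribute, and the leukocyte signal of 0‰ replicate 1 was not separated from the latter.

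The 9 leukocyte markers had a median log2 ratio of 1.31 in 0‰ replicate 1. Between the 0‰ libraries, 11 markers had a median of 1.62, and for leukocyte-rich tissue in that library 0 random lists were as high. Salinity was tested by setting 35‰ against 0‰ replicate 2, where the median was 0.02 and 5738 random lists were as low. That library was itself low in these markers, with a median of −0.66 for the 9 outside Table S2, and the median deviations of all 11 were −0.30 and −0.40 at 35‰ against 0.06 and 0.07 at 18‰, so the test decides nothing about salinity. A candidate explanation for 0‰ replicate 1 is a sample richer in leukocytes, which was not separated from an immune response in the fish sampled or from salinity.

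The 8 distal intestine markers had median log2 ratios of 0.41 and 0.65 in 18‰ replicates 1 and 2, and the 15 proximal intestine markers of 0.37 in 0‰ replicate 2 and 0.46 in 35‰ replicate 1. The proximal markers were lowest in 0‰ replicate 1, with a median of −1.16, and 0 random lists were as low. Among all 13 distal markers, the median log2 ratio of 35‰ replicate 1 to replicate 2 was −0.52, and 54 random lists were as low. Scaling between the libraries was tested by the median over all genes, which was −0.175, nearer to 0 than to the markers. The stretch of gut sampled may have differed between libraries. At 18‰, where both libraries were high, it cannot be told apart from salinity.

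The 5 muscle markers had a median log2 ratio of 0.41 in 35‰ replicate 1. Muscle tissue in that library was tested against 35‰ replicate 2, where the median was 0.02 and 2376 random lists were as high, which went against muscle tissue in that library. All 10 muscle markers, 5 of them in Table S2, had a median of 0.23 in the same comparison, and 206 random lists were as high. The tests differ, so muscle tissue in 35‰ replicate 1 may contribute and was not excluded. The 15 kidney markers had medians of 0.29 in 18‰ replicate 2 and 0.35 in 35‰ replicate 2, and no explanation was tested for these.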

How the results depend on the processing

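The alternatives were set before the data were examined, except the removal of tissue marker genes, the looser matching of symbols and the total over all comparisons with only the libraries of each in the fit, which were chosen after seeing the data.

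Without a filter on low values, 0 genes were called in 18‰ versus 0‰, 1 in 35‰ versus 0‰, 1 in 35‰ versus 18‰ and 1 in any comparison, which is in Table S2. With the stricter filter, 0 genes were called in 18‰ versus 0‰ and 24 in 35‰ versus 0‰. The gene called in 18‰ versus 0‰ was lost as well (0 genes) with median-ratio scaling and with only the libraries of the comparison in the fit, which called 41 genes in 35‰ versus 18‰ and 47 in any comparison, 44 of them in Table S2. At an unadjusted p under 0.05, 468 genes passed in 18‰ versus 0‰ with the settings used in the text. With a pseudocount of 0.1, 21 genes were called in any comparison, 19 of them shared with the 26 reported. Without the marker genes it was 23. Call counts could not be computed without each library in turn, since that leaves a group of 1.

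With the replicate block, 0 genes were called in 18‰ versus 0‰ and 27 in any comparison, of which 24 were shared, and the PC2 gap was −10.6%. As a check of the pairing, same-numbered libraries had residual correlations of 0.061, −0.039 and 0.05 between the salinities, near 0.

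With fry, 4 set results lost significance with means unchanged: complement in 18‰ versus 0‰ (−1.34, adjusted p = 0.0715 from limma's rotation test, range over the alternatives 3.34e-05 to 0.0715) and in 35‰ versus 0‰ (−0.95, adjusted p = 0.0715, range 0.00586 to 0.0715 in limma), solute carriers in 18‰ versus 0‰ (0.23, adjusted p = 0.227, range 0.00122 to 0.227 in limma) and lysosome in 35‰ versus 0‰ (−0.95, adjusted p = 0.0644, range 6.76e-14 to 0.0644 in limma). Oxidative phosphorylation in 35‰ versus 0‰ stayed past the threshold in all alternatives run with a test. None of them changed the inter-gene correlation that camera assumes. Leaving out each library in turn, the means for complement ran from −2.02 to −0.67 in 18‰ versus 0‰ and from −1.62 to −0.28 in 35‰ versus 0‰. At the mean of −2.02, without 0‰ replicate 1, 5 of the 10 complement genes were higher at 18‰. For solute carriers in 35‰ versus 0‰ the means ran from −0.18 to 0.093, where the sign reversed.

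The PC1 gap was 64.2% with the genes of Table S2, and the PC2 gap 64.2% with centring only and 89.3% with the genes of Table S2. The adjusted Rand index was 0.522 on log2 values and 0.716 on TPM scaled from 0 to 1. The cause of these changes was not tested.

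Of 296 single-gene results under other settings, 285 kept their direction and, where a p-value was computed, their side of the threshold. The replicate block and the fit without the trend leave every log2 fold change as it was. Under these settings the direction could not change, so the count overstates stability. The ratio of means has no p-value. The other filters and the fit with only the libraries of a comparison were not among the 296. Of the rest, 6 were weaker, 2 moved and 3 reversed: gata6 in 18‰ versus 0‰ (−0.068 with median-ratio scaling, −0.021 as the ratio of means) and slc10a2 in 35‰ versus 0‰ (0.096 as the ratio of means). The tcn2 call in 35‰ versus 0‰ was lost with a pseudocount of 0.1 (adjusted p = 0.0508 from limma), without the trend (0.0594), without a filter (0.105) and with the replicate block (0.0503). Its range over the alternatives was 0.0334 to 0.105. The ctsbb call in 35‰ versus 0‰ was also lost with a pseudocount of 0.1 (log2 fold change −9.60, adjusted p = 0.146 from limma). Of 240 with a library left out, 20 reversed. In 18‰ versus 0‰ the values ran from −0.028 to 0.25 for pik3cb, −0.16 to 1.17 for tnfaip6, −0.63 to 0.59 for itgb2, −0.45 to 0.11 for bhlhe40 (ENSPREG00000021365), −0.25 to 0.46 for BHLHE40 (ENSPREG00000015542), −0.32 to 0.35 for gata6, −0.69 to 0.65 for slc39a1, −0.15 to 0.70 for slc25a12, −0.13 to 0.45 for ARAP1, −0.84 to 0.13 for aqp12, −0.17 to 0.49 for tcn2, −0.45 to 0.23 for ctsbb and −1.40 to 0.19 for dnase1. In 35‰ versus 0‰ they ran from −1.12 to 0.40 for SLC39A1, −7.65 to 1.10 for slc10a2 and −0.72 to 1.13 for pck1.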

Differences from the paper's values

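The paper reports 691 differentially expressed genes in any pairwise comparison, and 26 were called here with limma on the TPM values. None of the alternatives set before the data were examined closed the gap, with 1 to 28 genes called in any comparison. With only the libraries of each comparison in the fit, an alternative set before the data were examined for each comparison, 47 genes were called in any comparison, a total added after seeing the values. When the p-values were adjusted over the 484 genes of Table S2 past the filter alone, 415 of them were called. That adjustment was chosen after seeing the values, and since the list is the paper's own selection from the same libraries, it shows no stability.

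Of the 120 log2 fold changes of Table S3 compared, 16 differed. In 18‰ versus 0‰ the paper's values and those here were 8.09 and 1.16 for slc5a5, 1.94 and 1.87 for slc7a9, −5.97 and −1.26 for abcb11b, −0.30 and 0.35 for slc51a, 4.91 and 0.82 for kcnq3, −0.17 and 0.13 for cdx4, 1.78 and 1.41 for traf4a, −1.04 and −0.55 for aqp11, and −0.019 and 0.090 for atp6v1e1a. In 35‰ versus 0‰ the paper's values and those here were 7.67 and 1.07 for slc5a5, 4.76 and 0.83 for kcnq3, 1.25 and 0.88 for nr5a2, −7.95 and −1.69 for cdx4, −4.88 and −3.47 for aqp12, −0.46 and 0.017 for aldoaa, and −2.83 and −1.57 for tnfaip6. As the log2 ratio of the mean TPM, the values fell within the paper's for abcb11b (−6.11), slc51a (−0.24), kcnq3 (4.93 and 4.65), nr5a2 (1.26), cdx4 in 18‰ versus 0‰ (−0.06), traf4a (1.75), aqp11 (−0.96), aqp12 (−4.95), aldoaa (−0.48) and tnfaip6 (−2.84). With a pseudocount of 0.1 they did so for nr5a2 (1.25), traf4a (1.72), aqp11 (−0.84), aqp12 (−4.72) and tnfaip6 (−2.43). Without 0‰ replicate 1 they did so for slc7a9 (1.90) and slc51a (−0.996), and without 0‰ replicate 2 for nr5a2 (1.12), cdx4 in 18‰ versus 0‰ (−0.62), traf4a (1.56), aqp11 (−0.84), aldoaa (−1.25), tnfaip6 (−2.23) and atp6v1e1a (−0.19). Without 18‰ replicate 1 this held for cdx4 in 18‰ versus 0‰ (−0.07), and without 35‰ replicate 1 for aldoaa (−0.27). The other alternatives set before the data were examined did not close these gaps. For slc5a5, listed at 0 in both 0‰ libraries, and cdx4 in 35‰ versus 0‰, listed at 0 in both 35‰ libraries, the values here are set by the pseudocount and no ratio can be taken. With a pseudocount of 0.1 they were 3.44 and 3.56 for slc5a5 and −4.43 for cdx4, and none of these alternatives closed the gap. With the ratio of mean TPM, 2 of 117 values differed.

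Figure 3A separates 0‰ and 18‰ on PC2. The gap here was 8.27% of the range, against a replicate SD of 42%, and it was 64.2% with centring only and 89.3% with the genes of Table S2. The paper has bhlhe40, cebpd and gata6 rising step by step with salinity. It also reports qRT-PCR of guppy RNA at the same salinities, which was not analysed here. The mean TPM of cebpd here was 141 at 0‰, 236 at 18‰ and 233 at 35‰. It did not rise in the second step, but the SD of 135 at 18‰ leaves that step open. One bhlhe40 gene (ENSPREG00000021365) fell, with a log2 fold change of −0.68 in 35‰ versus 0‰ (adjusted p = 0.441 from limma). The other (ENSPREG00000015542) was higher in both 35‰ libraries than in both 0‰ libraries, with 0.84 (adjusted p = 0.379 from limma). The log2 fold change of gata6 in 18‰ versus 0‰ was 0.02. The paper proposes that factors that rise raise slc25a12 and slc39a1, and here their log2 fold changes in 35‰ versus 0‰ were −1.51, and −1.56 (ENSPREG00000008271) and −0.36 (ENSPREG00000014791, whose libraries overlapped). In 18‰ versus 0‰ they were 0.28, and −0.022 and 0.90, the last with both libraries higher. The aqp1a.1 gene was highest at 18‰, with a mean TPM of 56.9 against 32.6 at 35‰.

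Among the genes the paper names, some were called only under an alternative. With the stricter filter, slc12a1 (adjusted p = 0.0401 from limma) and pglyrp6 (adjusted p = 0.0496) were called in 35‰ versus 0‰. With only the libraries of the comparison in the fit, pglyrp6 and rplp2 were called (adjusted p = 0.00986 for both, from limma). With median-ratio scaling, slc1a5 was called in 35‰ versus 18‰ (adjusted p = 0.0438 from limma).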

Other observations

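The tests in this part were chosen only after the result was seen. The kidney test and the simulation of 2-fold changes were likewise prompted by results already seen, but the values they measure had not been.

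Sample size was tested as the reason for the few genes called. In simulated data with 2 libraries per group, 84% of genes changed 4-fold were called when the spreads were drawn from limma's prior distribution, and 96% when each gene kept its moderated spread. The model with drawn spreads was added after the result of the other had been seen. Both results went against sample size as the reason for missing 4-fold changes of genes with such spreads and a mean at or above a TPM of 5. They do not bear on smaller changes or on genes with lower expression. Of genes changed 2-fold, 0% were called with either model, and of genes changed 3-fold, 51% with drawn spreads and 82.5% with moderated spreads, each with 200 changed genes of 7897. The paper counts changes above 1.5-fold, so 2 libraries per group may account for the absence of changes near 2-fold from the genes called. The paper's calls come from the same libraries with DESeq2, which uses read counts. That difference in method was not tested as a reason. In the real data, 15 of 94 genes changed over 4-fold in 35‰ versus 0‰ were called, and these 94 had a median residual SD of 0.963, against 0.277 over all genes. The simulated genes did not carry this wider spread, so a wider spread between replicates may account for the low count among the genes that change most, and it was not tested.

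Less distal gut tissue was tested as the reason for the fall of the lysosome genes at 35‰. Between the 35‰ libraries, which differed in distal markers, the 53 lysosome genes had a median log2 ratio of replicate 1 to replicate 2 of −0.12, and 7525 random lists were as low. Their mean was −0.28, and 1188 random lists were as low, so they were lower in the library with fewer distal markers by an amount within that of random lists. Their mean log2 fold change in 35‰ versus 0‰ was −1.09 with replicate 1 of 35‰ alone and −0.81 with replicate 2 alone. Neither test singled out the lysosome genes. A loss of distal tissue from both 35‰ libraries cannot show in a ratio between them. The 13 distal markers had median log2 deviations of −1.17 and −0.04 in 35‰ replicates 1 and 2. These were 0.60 and 0.58 at 18‰, and 0.40 and −0.08 at 0‰. A contribution of the tissue sampled was not excluded. Lower expression of these genes at 35‰ remains a hypothesis.

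The innate immune genes of Figure 4A that were analysed here were compared with 0‰ replicate 2 alone, because of the leukocyte-rich 0‰ replicate 1, and 9 of 10 were lower at 35‰. That number was fixed by the lack of overlap between the libraries and decides nothing. The median log2 fold change of the 10 genes was −1.38 in 35‰ versus 0‰, and −0.88 against 0‰ replicate 2 alone. The fall at 35‰ cannot be told apart from the leukocyte signal of 0‰ replicate 1 for the part of it that this library adds.

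Exocrine pancreas markers were lower in both 35‰ libraries than in every other library for 4 of 5 genes. Less pancreas tissue in the 35‰ libraries cannot be told apart from lower expression within it. The cpb1 gene is among the genes called, and so is prss59.1, which is not in the marker lists used here. The aqp12 gene, not among the pancreas markers, was called too. Its TPM was 0.68 and 0.37 at 35‰ and from 8.44 to 19.71 elsewhere.

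The slc13a1 gene, chosen after its values were seen, had a TPM of 2307 in 0‰ replicate 1 and from 6.24 to 19.4 elsewhere. Kidney tissue in that library was tested with 20 kidney markers, whose median log2 ratio was −0.32, and 9916 random lists were as high, which went against it. The rplp2 gene, listed at 0 in 3 libraries, had a TPM of 105.5 in 18‰ replicate 1, 262 in 35‰ replicate 1 and 81.5 in 35‰ replicate 2.

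Muscle genes, a set of 10, had a mean log2 fold change of 1.07 in 35‰ versus 18‰, with 7 higher (adjusted p = 0.00427 from limma's camera test). Their means were −0.46 in 18‰ versus 0‰ (adjusted p = 0.1 from limma) and 0.60 in 35‰ versus 0‰ (adjusted p = 0.0527 from limma). Complement in 35‰ versus 18‰ had a mean of 0.39 (adjusted p = 0.624 from limma), lysosome −0.82 with 41 of 53 lower (adjusted p = 5.58e-07 from limma), and leukocytes −0.26 in 18‰ versus 0‰ and −0.41 in 35‰ versus 18‰ (adjusted p = 0.149 and 0.138 from limma).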
